# Ionizing radiation leads to exosome secretion in macrophages through MYC-mediated pathways

**DOI:** 10.1371/journal.pone.0336322

**Published:** 2025-11-05

**Authors:** Hanui Lee, Gyeong Han Jeong, Geun-Joong Kim, Seung Sik Lee, Byung Yeoup Chung, Hyoung-Woo Bai

## Abstract

Exosomes are cell-derived vesicles that play a crucial role in intracellular communication and are promising biomarkers for therapeutic applications. Despite their significant potential, the application of exosomes as biological therapeutics is limited by their low yield and inconsistent production quality. Ionizing radiation is known to enhance exosome release; however, this effect has been primarily studied in cancer cells. Given the critical role of macrophages in immune regulation and their potential for exosome-based therapies, we investigated the impact of gamma radiation on the secretion of macrophage-derived exosomes. This study demonstrated that gamma radiation significantly enhanced exosome release by both naïve and polarized macrophages. This effect was associated with the overexpression of Myh10 and Myo5b, the motor proteins that play crucial roles in exosome biogenesis and secretion. Furthermore, RNA sequencing and western blot analyses identified the EGFR/IGFR-MYC signaling axis as a key upstream pathway regulating the expression of Myh10 and Myo5b, thereby accelerating exosome secretion. These findings provide a deeper understanding of the molecular mechanisms underlying radiation-induced exosome secretion from macrophages and offer a novel strategy for optimizing exosome production to advance exosome-based therapeutic applications.

## 1. Introduction

Exosomes are small vesicles with diameters ranging from 50 to 200 nm. They are secreted by all cell types and play a crucial role in mediating intercellular communication [1]. Exosomes have been found to contain various biological molecules, including proteins, lipids, and nucleic acids, that originate from the host cells [2]. For instance, exosomes derived from the serum of patients with pancreatitis significantly overexpress the inflammatory protein S100A9 [3]. Similarly, neuron-derived exosomes contain synaptic proteins and asparaginases that participate in synaptic plasticity and long-term memory [4,5]. Because of these characteristics, exosomes isolated from biological fluids exhibit disease-specific molecular signatures, making them promising biomarkers for disease diagnosis. Furthermore, their unique properties highlight their potential as novel agents for biological therapies.

Among the various cell types that secrete exosomes, macrophages are particularly noteworthy because of their central role in regulating immune responses, such as inflammation and tissue regeneration [6]. Their phenotypes are highly diverse and they can be polarized into two states, M1 and M2, through interactions with microenvironmental stimuli. M1 macrophages are typically induced by lipopolysaccharide (LPS) and interferon (IFN)-γ, leading to inflammatory responses, whereas M2 macrophages exhibit anti-inflammatory properties and are involved in tissue regeneration [7,8]. Exosomes derived from M1 macrophages have been shown to repolarize M2 tumor-associated macrophages into the M1 phenotype within tumor sites [9]. Meanwhile, exosomes secreted from M2 macrophages have been reported to induce wound healing [10]. Therefore, there has been considerable interest in utilizing exosomes derived from polarized macrophages as anti-inflammatory or wound-healing agents.

The therapeutic potential of exosomes has been extensively investigated across various therapeutic fields, including immune modulation and drug delivery [11,12]. Despite its considerable potential, much of the research remains in the preclinical stages [13]. This is primarily because of the challenges in maintaining consistency and achieving therapeutic dosage yields [14,15]. Various approaches have been explored to enhance exosome secretion. For example, electrical stimulation can activate Rho signaling and promote vesicle formation [16]. Another strategy involves inhibiting endosomal regulators to prevent the disassembly of multivesicular bodies and increase exosome secretion [17,18]. Furthermore, metabolic stress conditions, such as glucose deprivation or hypoxia, have been shown to activate stress-induced signaling pathways, promoting exosome release [19]. However, despite these advances, these methods still present limitations concerning scalability, reproducibility, and potential impact on exosome cargo composition, which may impact therapeutic applicability. Therefore, innovative engineering strategies are required to regulate exosome release. In this sense, several studies suggest that ionizing radiation may offer valuable insights into the regulation of exosome secretion [20,21].

The ability of ionizing radiation to enhance the release of exosomes from cancer cells has been extensively studied [22]. For instance, Pszczółkowska et al. demonstrated that alpha radiation induces alterations in the exosome release profiles of PC3 and DU145 cells [23]. However, despite the critical role of macrophages in host defense and their promising therapeutic applications, comprehensive studies investigating the effects of ionizing radiation on exosome release from normal immune cells, such as macrophages, are notably limited compared to cancer cells. Furthermore, studies of the mechanism of polarized-macrophage-derived exosome release under ionizing radiation are limited. Understanding the precise mechanisms of exosome release associated with radiation and macrophage subtypes is essential for optimizing exosome-based therapeutics and developing novel strategies for disease treatment. In this study, the impact of ionizing radiation on exosome secretion from macrophages was comprehensively investigated, elucidating the major molecular regulators and signaling pathways involved.

## 2. Results

### 2.1 Isolation and characterization of macrophage-derived exosomes

RAW264.7 macrophages were polarized into M1 and M2 phenotypes using LPS and IFN-γ for M1 polarization, and IL-4 for M2 polarization. Flow cytometry analysis showed that CD86 expression was significantly increased in M1 macrophages, while CD206 expression was significantly elevated in M2 macrophages compared to M0 cells, confirming successful polarization. Additionally, RNA-sequencing (RNA-seq) analysis supported the effectiveness of the polarization by demonstrating that the expression of M1 markers was upregulated in M1 macrophages, while M2 markers were upregulated in M2 macrophages (S1 Fig).

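RNA-seq was performed on RAW264.7 cells, a mouse macrophage cell line, in 6 conditions with 1 library per condition. The sample labels name bone marrow as the source, while their culture protocol and the paper name this cell line. M0 macrophages were not polarized. M1 macrophages received 100 ng/mL LPS and 20 ng/mL IFN-γ for 24 h and M2 macrophages received 20 ng/mL IL-4 for 24 h, doses taken from the methods and the sample labels, while the legend of Fig 1 gives 10 ng/mL for both IFN-γ and IL-4. RM0, RM1 and RM2 macrophages were the same states exposed to 10 Gy of gamma radiation and incubated for 24 h. RNA from 5 wells was pooled before each library was made, so the libraries carry no measure of the spread between wells and no difference between them has a replicate check. The authors counted reads per gene with HTSeq and deposited these raw counts for 24062 RefSeq genes, without normalization. The counts summed to 18246280 in M0, 18472101 in M1, 17894937 in M2, 18660435 in RM0, 18870516 in RM1 and 18154365 in RM2. Table 1 of the paper gives clean reads before counting, 24032835 for M0 and 24152113 for RM0 at its lowest and highest, and the values reported here use the counted reads. From these counts, libraries were scaled with the TMM method of edgeR, and log2 fold changes were taken from the scaled counts with a prior count of 2. The TMM factors were 1.087 for M0, 0.8004 for M1, 1.134 for M2, 1.05 for RM0, 0.8836 for RM1 and 1.093 for RM2. A gene was called changed between 2 libraries when it differed at least 2-fold and had at least 10 counts in 1 of them. Genes with 3 counts or fewer in both libraries were given no fold change. A fold change against a library with 3 counts or fewer was computed against 3 counts, which sets a floor under the smaller count. It leaves out the counting error of the larger count, so the true change can be smaller. Intervals at 95% for single genes are exact Clopper-Pearson intervals of the share of reads in 1 of the 2 libraries and cover counting error only.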

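Among the polarization markers, Cd86 (NM_019388, chromosome 16 of GRCm38, 36603869 to 36666077) had 176 counts in M0, 493 in M1 and 162 in M2. Its log2 fold change was 1.90 in M1 against M0 (95% interval 1.66 to 2.17) and -0.15 in M2 against M0 (-0.469 to 0.164). Nos2 (NM_010927, chromosome 11, 78920859 to 78960124), which encodes iNOS, rose from 14393 counts in M0 to 169925 in M1, a log2 fold change of 3.99 (3.96 to 4.01). Mrc1 (NM_008625, chromosome 2, 14261189 to 14332023), which encodes CD206, had 10 counts in M0, 6 in M2 and 50 in M1. The difference between M2 and M0 was not detectable at this depth, with a log2 fold change of -0.60 (-2.51 to 0.833), and that between M1 and M0 was 2.51 (1.75 to 3.89). Arg1 (NM_007482, chromosome 10, 24915207 to 24927470) had 0 counts in M0 and 31 in M2. Against 3 counts this is 10.1-fold higher, with an interval of the log2 fold change from 2.95 upward. Over a list of 14 M1 markers, the median log2 fold change in M1 against M0 was 2.23, above all of 10000 random lists of the same size matched on mean expression, and 11 genes were called higher and 0 lower. Over 14 M2 markers in M2 against M0, 8 had 3 counts or fewer in both libraries, 3 were called higher and 0 lower. The 6 M2 markers with at least 10 counts had a median log2 fold change of 0.61.

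**Figure D1:**
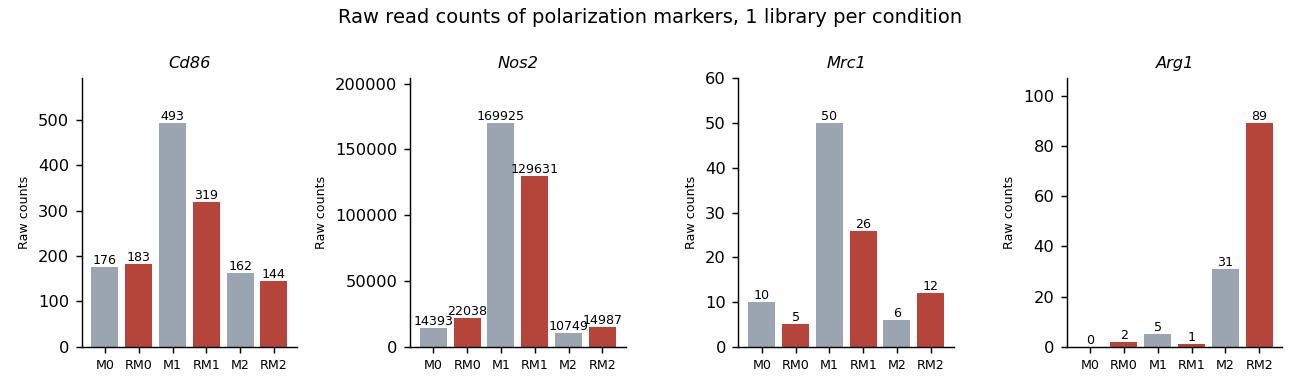
Raw read counts (vertical axes, from 0) of Cd86, Nos2, Mrc1 and Arg1 in the 6 libraries, 1 bar per library, with non-irradiated libraries in grey and irradiated libraries in red. Cd86 and Nos2 are highest in M1 and RM1, with 493 and 169925 counts in M1, and Arg1 is highest in RM2 with 89 counts.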

Exosomes derived from irradiated macrophages were isolated using a conventional ultracentrifugation method as outlined in the workflow shown in Fig 1a, and a conventional ultracentrifugation method. The biological properties of the isolated exosomes were then validated. The morphology and structure of the exosomes were analyzed using electron microscopy.

**Fig 1:**
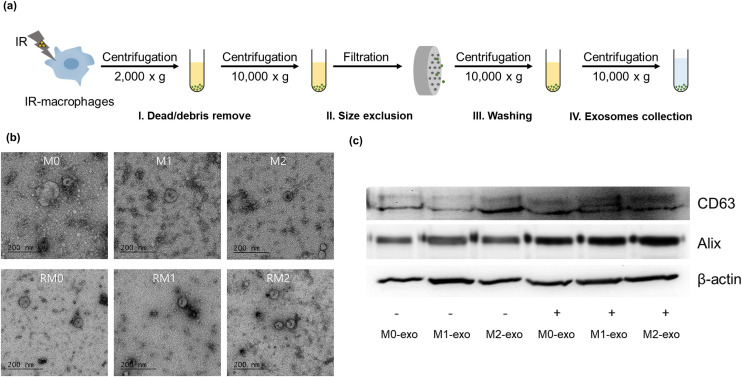
Characterization of exosomes isolated from macrophages. **(a)** Schematic representation of exosome isolation from culture media using an ultracentrifugation method. **(b)** Electron micrograph of exosomes derived from macrophages. **(c)** Expression of CD63, Alix, and β-actin in M0, M1, M2, irradiated **(R)**M0, RM1, and RM2 RAW264.7-cell-derived exosomes. Cells were treated with IFN-ɣ (10 ng/mL) and LPS (0.1 μg/mL) for 24 h to polarize them to the M1 macrophage phenotype, and with IL-4 (10 ng/mL) for 24 h to induce the M2 macrophage phenotype. Protein expression was analyzed by western blotting.

As shown in Fig 1b, electron microscopy analysis confirmed the characteristic round or cup-shaped morphology of isolated exosomes, with the majority exhibiting diameters ranging from 50 to 100 nm. To clearly confirm successful exosome isolation and purity, the expression of both positive and negative exosome-associated protein markers was analyzed by western blotting. Fig 1c clearly shows robust expression of canonical exosome markers (CD63 and ALIX) in all isolated exosome samples. It was observed that the total protein concentration of exosomes, and consequently the signal intensity of exosome markers, was notably higher in samples derived from gamma-irradiated macrophages, consistent with enhanced exosome release. Fig 2 demonstrates the size distribution and particle concentration of exosomes, as measured by nanoparticle tracking analysis (NTA, Nanosight NS300; Malvern Instruments, Malvern, UK), respectively. The hydrodynamic diameters of exosomes from M0, M1, and M2 macrophages were approximately 100 nm. Notably, following gamma irradiation, the sizes of the RM0, RM1, and RM2 exosomes slightly increased to approximately 130 nm. The particle concentration was consistently within the range of 1–5 x 10^8^ particles/mL across all conditions.

**Fig 2:**
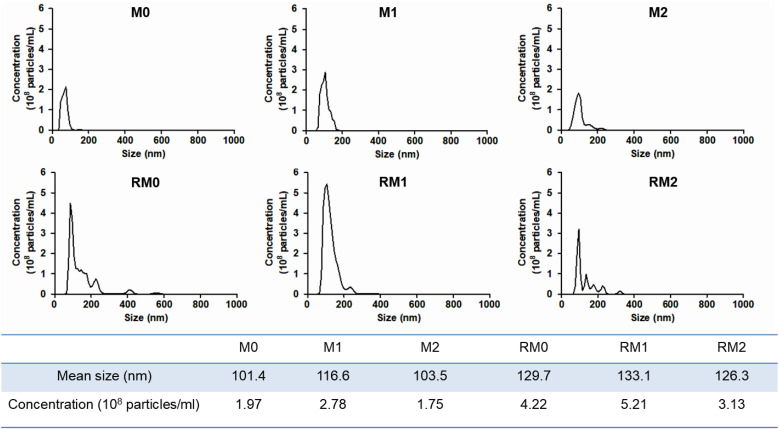
Size distribution and concentration of the exosomes. Exosomes secreted by M0, M1, M2, RM0, RM1, and RM2 macrophages were analyzed using a Nanosight NS300 instrument.

### 2.2 Transcriptome profiling of irradiated M0, M1, and M2 macrophages

To investigate the effects of ionizing radiation on exosome secretion, we performed RNA sequencing (RNA-seq). Sequencing data from non-irradiated and irradiated macrophages were analyzed to investigate the effects of ionizing radiation on exosome secretion. The yields and qualities of the sample libraries are presented in Table 1. A general overview of the sequencing data is presented in Fig 3A.

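Among genes with at least 10 counts in 1 of the 2 libraries, 180 differed at least 2-fold between RM0 and M0, of which 84 were higher and 96 lower after irradiation. Between RM1 and M1, 353 genes were higher and 258 lower. Between RM2 and M2, 122 were higher and 110 lower. Between the non-irradiated libraries, 2673 genes differed in M1 against M0 and 169 in M2 against M0. How many calls an unchanged pair would give was not simulated for these comparisons, so the 169 cannot be assigned to polarization. To measure how many calls the counting of reads gives on its own, 20 pairs of libraries were simulated per state with no change and no variation beyond counting. These gave a mean of 64 calls for RM0, 79.9 for RM1 and 70.8 for RM2. With a biological coefficient of variation of 0.1 assumed between unchanged libraries, the simulated means were 82.3, 99.4 and 92.2, and the counts of all 3 states were above them. With 0.2 the means were 353, 378 and 360, and RM1, with 611 changed genes, was the only state above them. The counts of RM0 and RM2, 180 and 232, were far below these means. A variation of 0.2 in all genes is thus larger than those 2 pairs allow, and this setting cannot tell whether they changed. A model of all 6 libraries that takes the states as replicates fitted a variation of 0.107. Among the alternatives fixed at the start, the number of calls moved most, as a ratio, with the assumed variation. In edgeR's exact test of the 2 libraries with an assumed coefficient of variation of 0.4, 0 genes passed in each of the 3 states. This assumed value is larger still, so for RM0 and RM2 the 0 does not show that nothing changed.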

**Table 1:** Summary of sequencing data.

Sample	Clean reads	Clean bases (bp)	GC content	Q20 (%)	Q30 (%)
M0	24,032,835	4,806,567,000	51.85%	98.48	94.16
M1	24,107,153	4,821,430,600	52.28%	98.59	94.64
M2	24,068,470	4,813,694,000	51.51%	98.50	94.39
RM0	24,152,113	4,830,422,600	52.03%	98.59	94.64
RM1	24,071,527	4,814,305,400	50.99%	98.56	94.52
RM2	24,038,824	4,807,764,800	50.47%	98.47	94.20

Clean reads were paired-end reads of clean data.

**Fig 3:**
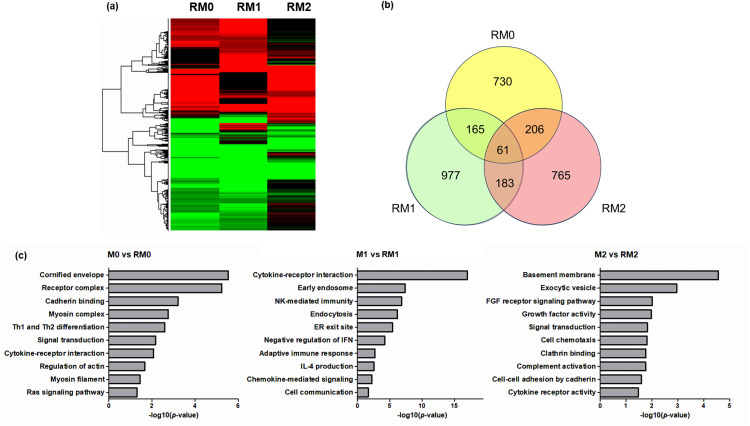
RNA sequencing analysis of gamma-irradiated macrophages. Gamma irradiation induced a comparable gene expression profile across different macrophage subtypes. **(a)** A clustered heat map displays the DEGs in RM0, RM1, and RM2 macrophages compared to their non-irradiated counterparts. **(b)** A Venn diagram illustrates the overlapping and unique DEGs among RM0, RM1, and RM2 groups identified through RNA sequencing. **(c)** Functional annotation of upregulated genes in irradiated macrophages, based on GO enrichment, highlights key biological processes associated with these changes.

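The changes after irradiation were compared between states over the 11574 genes with at least 10 counts in at least 3 libraries. Across genes, Spearman's rho was 0.42 between the changes in RM1 and RM2, 0.27 between RM0 and RM2, and 0.06 between RM0 and RM1. The 3 comparisons share no library, and genes are not independent replicates. The direction of change was the same in RM1 and RM2 for 67.3% of genes and in RM0 and RM1 for 51.4%. Over the 8464 genes with at least 100 counts in every library, rho rose to 0.56 between RM1 and RM2 and was 0.08 between RM0 and RM1. When the trend of each comparison with the GC content of the genes was removed, rho was 0.32 between RM1 and RM2, 0.42 between RM0 and RM2 and 0.18 between RM0 and RM1, so the order of the first pair of values was exchanged.

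**Figure D2:**
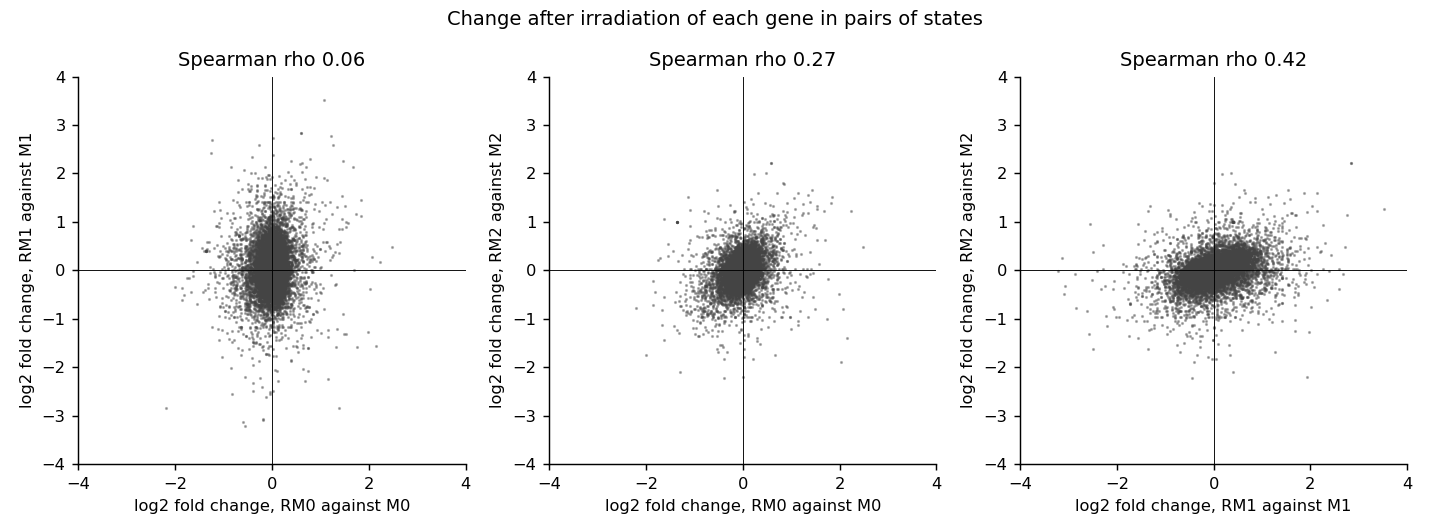
Log2 fold change after irradiation of each of 11574 genes in 1 state (horizontal axis) against another (vertical axis), each point being 1 gene and each change coming from 1 irradiated and 1 non-irradiated library. The cloud is most elongated for RM1 and RM2, with a Spearman's rho of 0.42, and least for RM0 and RM1, with 0.06.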

Despite the distinct polarization states, gamma irradiation induced broadly similar transcriptional responses in M1 and M2 macrophages. 

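At the 2-fold threshold, 9 genes were higher after irradiation in all 3 states, namely Thbd, Thbs1, Plxna4, Sprr2f, Sprr2g, Bdkrb1, Crygn, Gm15987 and Olfml2b, and 1 gene, Cdc20, was lower in all 3. The first 5 of these and Cdc20 had a mean of at least 50 counts over the 6 libraries, and the other 4 are named after their values were seen. Thbd (NM_009378, chromosome 2, 148404471 to 148408188) had log2 fold changes of 1.08 in RM0 (0.893 to 1.29), 3.51 in RM1 (3.01 to 4.24) and 1.26 in RM2 (1.03 to 1.51). Thbs1 (NM_011580, chromosome 2, 118111922 to 118127133) had 1.23, 2.76 and 1.13 in the same order. Plxna4 (NM_175750, chromosome 6, 32516495 to 32588192) had 1.34, 1.30 and 1.55, and its listed start and end cover 16.2% of the annotated gene. Sprr2f (NM_011472, chromosome 3, 92365187 to 92366442) had 1.84, 1.12 and 1.52. In M1 against M0, Thbd and Thbs1 were lower, with log2 fold changes of -3.15 and -1.57. Their rises in RM1 may thus be in part a return toward M0. Plxna4, Sprr2f and Sprr2g were higher in M1 than in M0, with 0.976, 5.45 and 4.49, and rose further in RM1. Cdc20 (NM_023223, chromosome 4, 118432901 to 118437343) fell from 166 to 79 counts in RM0, from 48 to 22 in RM1 and from 226 to 95 in RM2, with log2 fold changes of -1.03, -1.23 and -1.20. Simulated libraries with counting noise alone gave a mean of 0 genes higher in all 3 states. The 3 states were also used as replicates of irradiation in edgeR's quasi-likelihood test with polarization as a covariate, which left 2 residual degrees of freedom. With Benjamini-Hochberg adjustment over 11574 genes, 40 genes were higher and 15 lower at an adjusted p under 0.05, 55 in all. As a ratio the count moved most without the polarization term, to 0, with 138 genes at an unadjusted p under 0.05. It was 668 without the M0 and RM0 libraries and 541 without the M1 and RM1 libraries. Sprr2g had the smallest adjusted p of this test, 0.00601, with a log2 fold change of 1.26, and was higher in all 3 states. GENCODE M21 annotates Sprr2g as a polymorphic pseudogene. Among the 6 genes with a mean of at least 50 counts, Thbd had the largest adjusted p, 0.0475. With 3 libraries against 3, other divisions of the 6 libraries cannot rule out a chance result for the 55 genes.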

As illustrated by the Venn diagram (Fig 3B), we identified 61 consistently upregulated differentially expressed genes (DEGs) common to all three irradiated macrophage subtypes (M0, M1, and M2) relative to their respective control macrophages. To further investigate the underlying functions of these DEGs, gene ontology (GO) enrichment analysis was conducted. 

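Gene ontology terms were taken from the annotation column of the deposited tables, in which 6120 of the 24062 genes carry no term, and were counted among genes called higher after irradiation. Random draws of the same number of genes, matched on expression among genes that could have been called, served as the reference. In RM0, where 84 genes were higher, 2 of the 3 genes annotated to the cornified envelope were among them, both from the Sprr2 family, against 0.0137 in the matched draws. Of 23 genes of the myosin complex, 3 were higher against 0.242 in the draws, and these were Mylpf, Myo1h and Myo3b. Of 395 signal transduction genes, 3 were higher against 4.09. For receptor complex, cadherin binding and myosin filament, each with 6 genes or fewer, 0 were higher. In RM1, 1 of 39 early endosome genes was higher against 0.713 in the draws, and 0 of 85 endocytosis genes against 1.67. In RM2, 4 of 29 basement membrane genes were higher against 0.639, and 4 of 40 growth factor activity genes against 0.868. Of 397 signal transduction genes, 8 were higher against 5.7, and of 16 cytokine receptor activity genes, 1 against 0.116. For exocytic vesicle, FGF receptor signaling, cell chemotaxis, clathrin binding and complement activation, each with 6 genes or fewer, 0 were higher. The term for the extracellular vesicular exosome covered 4 genes in RM0 and RM1 and 5 in RM2, of which 0, 1 and 0 were higher against 0.0221, 0.148 and 0.0682 in the draws, too few genes to show an enrichment or its absence. For the cytokine-mediated signaling pathway, 0 of 37 genes were higher in RM0, 1 of 38 in RM1 and 1 of 37 in RM2, against 0.12, 0.875 and 0.166. The enrichment in Fig 3C came from DAVID, which was not repeated here.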

Notably, GO functional analysis revealed that biological processes highly relevant to this study, such as “membrane complexes,” “exosome biogenesis,” and “cytokine-mediated signaling pathways,” were among the top 10 enriched gene ontologies across all three groups (Fig 3C). Specifically, GO enrichment analysis of the 61 overlapping DEGs further highlighted significant involvement in processes related to cell development and membrane components (S1 Table), suggesting the existence of a shared regulatory mechanism that influences cellular structure and function, potentially affecting vesicle dynamics in response to radiation.

### 2.3 Identification of key regulators of exosome biogenesis in irradiated macrophages

To further investigate the specific genes involved in radiation-induced exosome secretion, we performed a targeted analysis of the identified DEGs. The 61 overlapping DEGs were filtered by cross-referencing them with the list of exosome biogenesis-related genes obtained from Mouse Genome Informatics (MGI). Through this analysis, we identified eight DEGs whose expression was significantly altered by gamma-irradiation and directly related to exosome release or biogenesis (Fig 4).

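In the counts, 7 of the 8 genes did not exceed 4 reads in any of the 6 libraries, out of 17894937 to 18870516 counted reads per library. Cd34 (NM_001111059, chromosome 1 of GRCm38, 194959780 to 194961292), Myo5b (NM_201600, chromosome 18, 74569767 to 74771477), Exph5 (NM_176846, chromosome 9, 53301670 to 53381158) and Myh10 (NM_175260, chromosome 11, 68691915 to 68816624) stayed at 3 counts or fewer in all 6 libraries. Sh3gl3 (NM_001277954, chromosome 7, 82259908 to 82307420), Cav1 (NM_001243064, chromosome 6, 17306335 to 17341328) and Ap3b2 (NM_021492, chromosome 7, 81460399 to 81493925) reached 4 counts. Sec31b (NM_001033343, chromosome 19, 44516957 to 44545848) had between 1 and 10. All 8 are annotated as protein-coding in GENCODE M21. The listed start and end cover 6.74% of the annotated gene for Cd34, 35.6% for Sh3gl3 and 61.0% for Myo5b, and whether reads outside them were counted is not known. At the threshold of 10 counts, Sec31b in RM0 against M0 was the only one of the 24 comparisons that could be called, and it was lower.

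**Figure D3:**
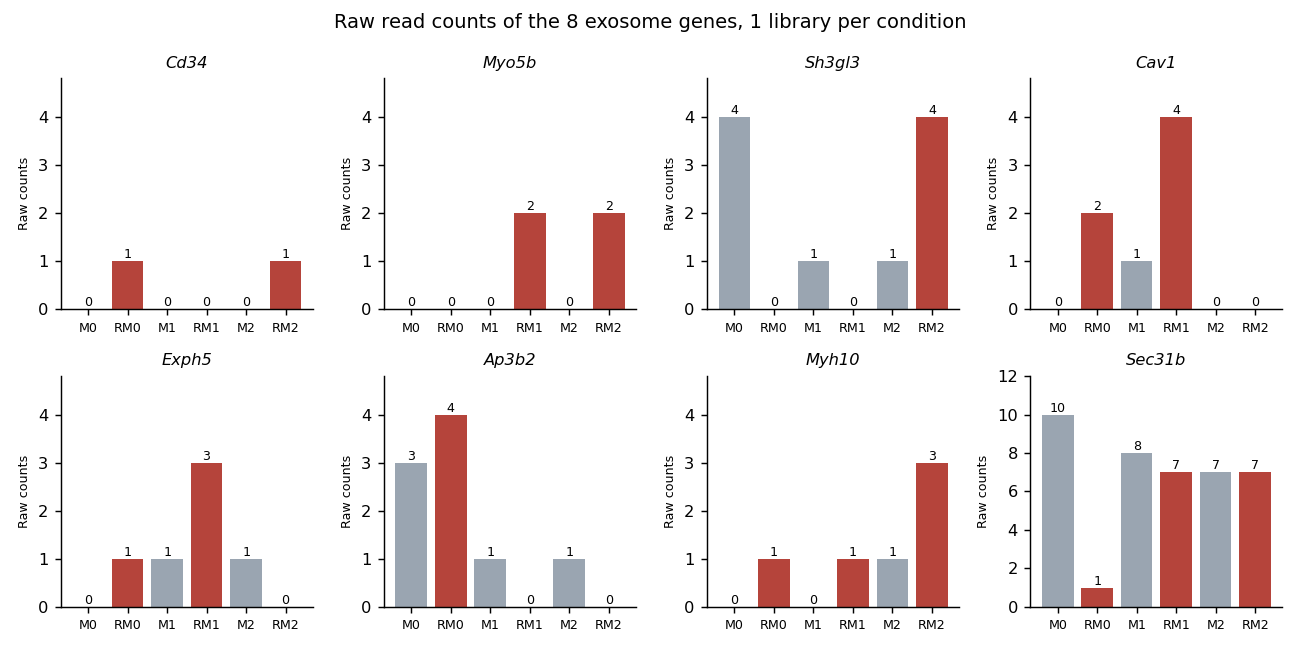
Raw read counts (vertical axes, from 0) of the 8 genes in the 6 libraries, 1 bar per library, with non-irradiated libraries in grey and irradiated libraries in red. Counts lie between 0 and 4 except for Sec31b, which lies between 1 and 10.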

**Fig 4:**
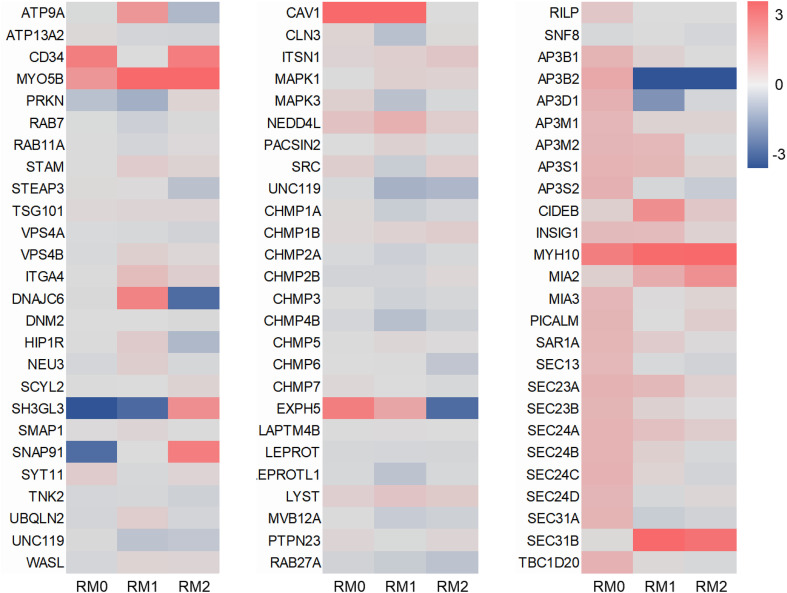
Relative gene expression in irradiated macrophages. Heatmaps showing the expression of genes related to exosome biogenesis. The levels of expression of each gene (log2 fragments per kilobase of transcript per million mapped reads [FPKM]) are indicated by the red/blue scale bar, where red represents up-regulation and blue represents down-regulation.

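Of the 77 genes drawn in the heat map, 76 were found in the deposited tables by symbol, and 65 had at least 10 counts in M0 or RM0, 64 in M1 or RM1 and 63 in M2 or RM2. The median log2 fold change of the genes above this limit was 0.03 in RM0, -0.02 in RM1 and 0.04 in RM2. Over all 76 genes, of which 8 had 3 counts or fewer in both M0 and RM0, the median stood at percentile 76.0 of the expression-matched random lists in RM0, 57.4 in RM1 and 82.4 in RM2. In the 3 states together, 2 calls were made among these genes. Atp9a was higher in RM1, with 12 counts against 3 in M1, and Sec31b was lower in RM0. When libraries were scaled by their totals alone, the median of the 76 genes was -0.02 in RM0 and 0.12 in RM1, where the median of all genes was -0.05 and 0.13.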

To validate the RNA-seq data, the expression levels of these eight candidate genes were analyzed using quantitative reverse transcription-PCR (RT-qPCR). As shown in Fig 5, the expression patterns for *Cd34, Myo5b, Sh3gl3, Cav1,* and *Myh10* showed strong accordance between RNA-seq and RT-qPCR results. In contrast, the expression levels of *Exph5, Ap3b2,* and *Sec31* did not consistently correlate. 

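Cd34 had 1 read in RM0 and 1 in RM2 and 0 in the other 4 libraries, so no fold change can be given. Sh3gl3 had 4 reads in M0 and 0 in RM0, which is 1.32-fold lower against 3 reads, with an interval of the log2 fold change up to 0.617. It had 1 read in M2 and 4 in RM2, which is 1.36-fold higher against 3 reads. The interval of the latter log2 fold change runs from -1.31 to 7.65 and includes 0. Sh3gl3 had 1 read in M1 and 0 in RM1. Cav1 had 2 reads in RM0 and 0 in M0. In RM1 it had 4 against 1 in M1, which is 1.18-fold higher against 3 reads, with an interval from -1.51 to 7.45. It had 0 in M2 and RM2. None of these differences between the irradiated and the non-irradiated library was detectable at this depth. The qPCR measurements were not analysed here.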

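Exph5 had 1 read in RM0 and 0 in M0, 3 in RM1 and 1 in M1, and 0 in RM2 and 1 in M2, all at or under the limit of 3 reads. Ap3b2 had 4 reads in RM0 and 3 in M0, with an interval of the log2 fold change from -2.13 to 3.20, and 0 reads in RM1 and RM2 against 1 in M1 and in M2. Sec31b fell from 10 reads in M0 to 1 in RM0, which is 3.29-fold lower against 3 reads. The interval of the log2 fold change runs from -8.74 to -0.491, so a smaller fall is not excluded. It had 8 reads in M1 and 7 in RM1, a log2 fold change of -0.30 (-2.06 to 1.29), and 7 reads in both M2 and RM2.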

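Myo5b had 0 reads in M0, M1 and M2, 0 reads in RM0, 2 in RM1 and 2 in RM2. Myh10 had 0 reads in M0 and M1 and 1 in M2, then 1 read in RM0, 1 in RM1 and 3 in RM2. Both genes stayed at or under 3 reads in every library, so no fold change is given, and a change was not detectable in any of the 3 states at this depth. The longest annotated Myo5b transcript shares no window of 100 bases with another gene, and 0.299% of such windows are shared for Myh10.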

Of particular significance, only Myo5b and Myh10 consistently demonstrated upregulation across all M0, M1, and M2 macrophage subtypes following gamma irradiation. These findings strongly suggest that Myo5b and Myh10 are key candidate genes potentially mediating the enhanced exosome release observed in response to ionizing radiation.

**Fig 5:**
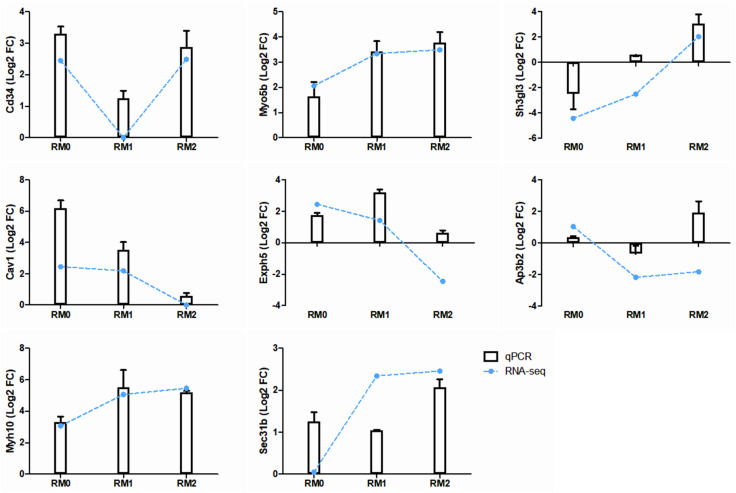
Quantitative PCR validation of genes identified through RNA sequencing. RT-qPCR was used to validate the expression levels of selected genes identified using RNA sequencing (RNA-seq), including Cd34, Myo5b, Sh3gl3, Cav1, Exph5, Ap3b2, Myh10, and Sec31b, in gamma-irradiated RAW264.7 cells (10 Gy, n = 4). Relative gene expression levels are presented as log2 fold change (Log2 FC) values, comparing irradiated macrophages to non-irradiated controls. RNA-seq data are represented by blue dots for comparison with qPCR results.

### 2.4. The motor proteins Myh10 and Myo5b regulate exosome secretion in irradiated macrophages

To investigate the role of Myo5b and Myh10 in radiation-induced exosome secretion, we performed loss-of-function experiments using siRNAs targeting *Myo5b* and *Myh10*. RAW264.7 cells were transfected with siRNAs, and then cells were subsequently differentiated into M1 and M2 macrophages and irradiated with 10 Gy of gamma radiation. As shown in Fig 6, the knockdown of Myo5b and Myh10 expression levels significantly inhibited exosome release upon gamma irradiation, confirming their direct involvement in the process. In particular, Myo5b knockdown demonstrated high efficacy in regulating exosome secretion. These findings indicated that both Myo5b and Myh10 genes are crucial motor proteins that mediate the exosome release stimulated by gamma irradiation.

**Fig 6:**
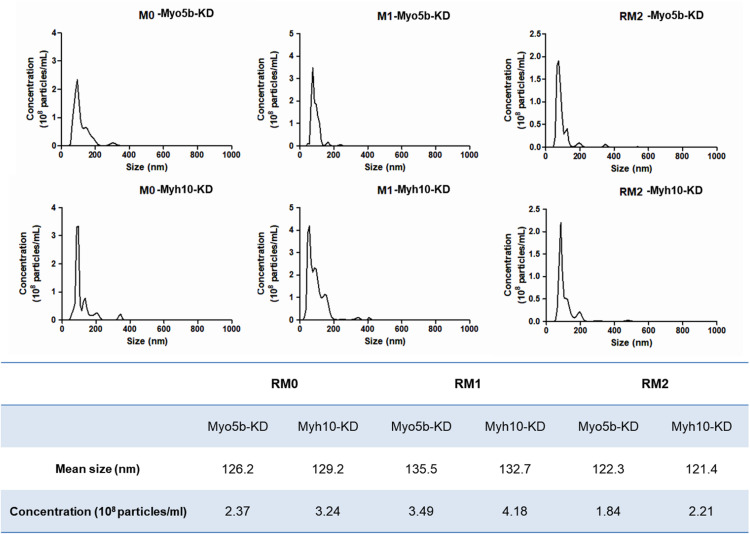
Particle size distribution and concentration of exosomes from macrophages with target gene knockdown. Macrophages with knockdown of Myo5b and Myh10 genes were subjected to 10 Gy gamma radiation. Following 24 h of incubation, exosomes were isolated and analyzed for their size distribution and concentration using the Nanosight 300 system.

Furthermore, to explore the upstream regulatory mechanisms, we identified potential transcriptional regulators of Myo5b and Myh10 (Fig 7a). This result highlights the complex interplay of these factors in regulating the transcriptional response to radiation. While MYC proto-oncogene (MYC) is well-known for its role in cellular proliferation and hypoxia-inducible factor 1 alpha (HIF1α) in hypoxia response, the identification of MYC in this study suggests that it directly contributes to modulating cellular stress pathways, particularly Myo5b and Myh10 expression, that affect vesicle trafficking and secretion under radiation-induced conditions.

**Fig 7:**
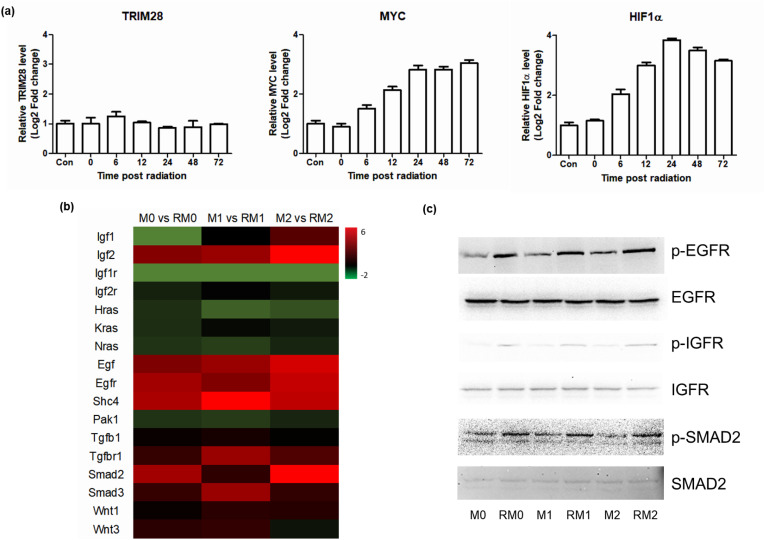
MYC-mediated pathway analysis by RT-qPCR and western blotting. (a) mRNA expression levels (log2 fold change) were assessed in the irradiated group compared to the control group (M0 macrophages). The log2 fold change in mRNA expression levels for TRIM28, MYC, and HIF-1α, which were involved in exosome biogenesis in macrophages after exposure to 10 Gy gamma radiation. **(b)** Heat map of DEGs related to MYC-mediated pathways between irradiated and non-irradiated cells. The scale bar indicates log2 fold change. **(c)** The role of HIF-1α in exosome biogenesis in macrophages after 10 Gy gamma radiation. Western blotting analysis was performed to evaluate the levels of EGFR, p-EGFR, IGFR, p-IGFR, SMAD2, and p-SMAD2 in macrophages treated with irradiated exosomes.

Activation of these receptors appeared to stimulate the MYC pathway, subsequently promoting the expression of Myo5b and Myh10, and thus, enhancing exosome production. This finding suggests a pathway wherein gamma irradiation activates epidermal growth factor receptor (EGFR) and insulin-like growth factor receptor (IGFR), which subsequently upregulates MYC, leading to increased motor protein expression levels, and ultimately, facilitating exosome release.

RNA-seq data also revealed that gamma irradiation consistently increased the expression levels of EGFR and IGFR (Fig 7b), both of which are known to activate downstream signaling pathways. This transcriptional upregulation was further validated by western blotting, which showed a significant increase in the protein levels of EGFR and IGFR in the irradiated groups (Fig 7c). Collectively, these results suggest a compelling pathway in which gamma irradiation activates EGFR and IGFR, which in turn stimulate the MYC signaling pathway. This subsequent upregulation of MYC then promotes the expression of Myo5b and Myh10, ultimately resulting in the observed increase in exosome production and secretion. This proposed EGFR/IGFR-MYC-Myo5b/Myh10 axis represents a novel mechanistic link between radiation exposure and increased exosome release in macrophages.

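Egfr (NM_207655, chromosome 11 of GRCm38, 16752203 to 16913907) had 1 read in RM0 and 0 in the other 5 libraries. Igf1r (NM_010513, chromosome 7, 67952257 to 68233667) had 1 read in M2 and 0 in the other 5. Both receptors were thus at or under 3 reads in every library, no fold change is given, and a change was not detectable at this depth. Igf2r (NM_010515, chromosome 17, 12748644 to 12769706) was abundant and had log2 fold changes of 0.16 in RM0 (0.116 to 0.21), 0.54 in RM1 (0.473 to 0.602) and 0.26 in RM2 (0.213 to 0.309). The listed start and end cover 24.1% of the annotated gene for Igf2r, 47.0% for Shc4, 0.651% for Egf and 0.648% for Igf2, and whether reads outside them were counted is not known. Among the ligands, Igf2 had 1 read in RM1 and 2 in RM2 and 0 elsewhere. Egf had 21 reads in both M0 and RM0, 8 in M1 and 9 in RM1, and fell from 26 in M2 to 8 in RM2, a log2 fold change of -1.44 (-3.02 to -0.483). Igf1 fell from 18 to 7 reads in RM0 and rose from 42 to 122 in RM2. Smad2, with 585 to 986 reads, had log2 fold changes of -0.05 in RM0 (-0.191 to 0.0851), 0.14 in RM1 (-0.0148 to 0.304) and 0.08 in RM2 (-0.0518 to 0.208). Shc4 had 19 reads in M0 and 16 in RM0, 0 in M1 and 5 in RM1, and 18 in M2 and 14 in RM2. From the RNA-seq, RT-qPCR and western blots, the paper proposes that irradiation activates EGFR and IGFR, which then stimulate MYC signaling. The RT-qPCR covered Trim28, Myc and Hif1a.

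**Figure D4:**
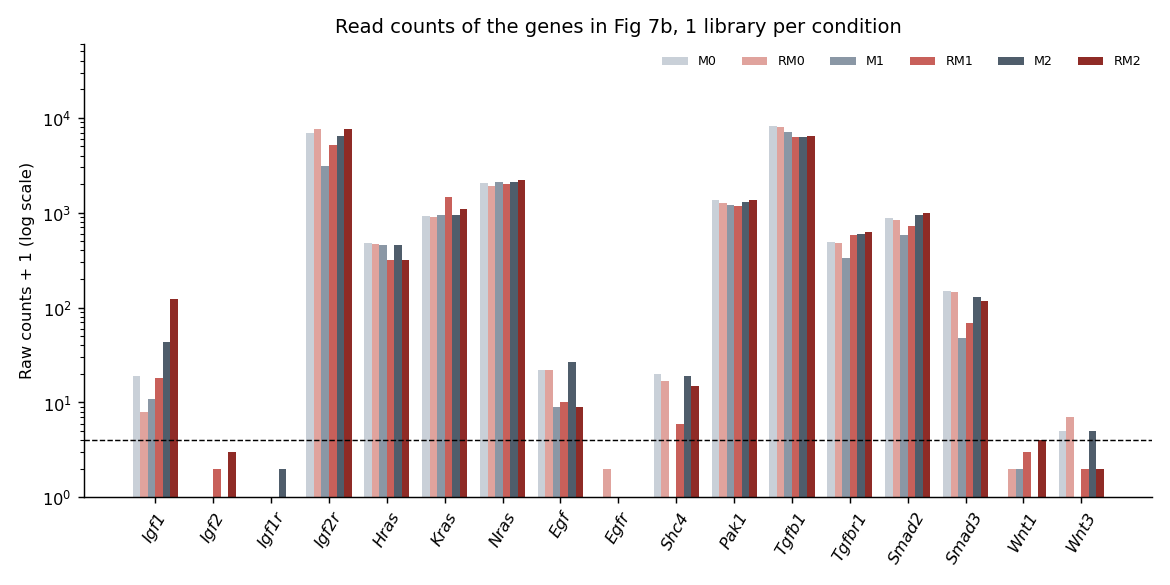
Raw read counts plus 1 (vertical axis, log scale, so that a bar of no height is a count of 0) of the 17 genes of Fig 7b in the 6 libraries, 1 bar per library. The dashed line marks 3 counts, and Egfr, Igf1r, Igf2 and Wnt1 do not rise above it in any library.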

## 3. Discussion

In this study, Myo5b and Myh10 were identified as key regulators of exosome release from macrophages following radiation exposure. Exosomes are naturally occurring, small vesicles with low immunogenicity, high biocompatibility, and minor toxicity. Additionally, their lipid bilayer structure enables them to function as natural nanocarriers, and their cargo can be modified by engineering their recipient cells. These unique properties render exosomes attractive candidates for diagnostic and therapeutic applications. However, research on the use of exosomes as therapeutic agents is largely limited to preclinical stages. Two major challenges impede the development of exosome therapeutics. First, the difficulty in maintaining consistency and high purity of isolated exosomes hinders drug development. Second, preparing sufficient amounts of exosomes for therapeutic applications remains challenging. Therefore, innovative technologies are essential for effectively improving exosome release and isolation, thereby facilitating the development of exosomes as therapeutic agents. This study confirmed that the overexpression of the motor proteins Myh10 and Myo5b, induced by gamma radiation, significantly accelerated exosome release in polarized and naïve macrophages. Following the stimulation of M1 and M2 macrophages, the cells were exposed to 10 Gy of gamma irradiation. After 24 h of incubation, exosomes were isolated and their morphology and size were examined using electron microscopy and dynamic light scattering (DLS, Zeta-PSA, ELSZneo, Otsuka Electronics, Osaka, Japan). We selected 10 Gy of gamma-irradiation because our previous research indicated that this dose enhances exosome secretion in RAW264.7 macrophages without leading to cytotoxic effects. Exosomes were collected 24 hours post-irradiation, a standard time point that allows for adequate accumulation to facilitate quantitative analysis. While all groups exhibited exosomes with an ideal spherical or cup-shaped morphology, exosomes derived from radiation-exposed macrophages had a diameter of approximately 10–20 nm larger than that of pure exosomes. Furthermore, the NTA results indicated that the concentration of exosomes approximately doubled after exposure to gamma radiation, suggesting that gamma radiation not only influences the biogenesis and secretion of exosomes but also impacts their physicochemical properties. Future studies will investigate various radiation doses and time points to better understand the dose-dependent and temporal dynamics of radiation-induced exosome secretion.

To investigate the molecular mechanisms underlying these observations, RNA-seq was performed to analyze the expression of genes related to exosome secretion. Comparative analysis revealed that 61 differentially expressed genes were consistently upregulated by gamma radiation across different macrophage subtypes. GO enrichment comparisons of the three groups showed that biological processes were associated with differentiation, membrane and vesicle formation, and cytokine-mediated signaling pathways. These findings suggest that gamma radiation induces specific molecular changes in macrophages, particularly in pathways related to exosome secretion. The upregulation of genes involved in differentiation, membrane and vesicle formation, and cytokine-mediated signaling pathways highlights the potential role of these processes in the cellular response to radiation. Further studies are needed to elucidate how these biological processes contribute to the functional changes observed in irradiated macrophages. GO analysis of the overlapping 61 genes revealed similar results (S1 Table). This study provides evidence that gamma irradiation induces transcriptomic changes related to exosome secretion. Furthermore, when comparing the expression levels of genes associated with exosome release and biogenesis, eight genes were upregulated after gamma radiation exposure.

To validate the RNA-seq results, the expression levels of eight selected genes were quantified using qPCR. Overall, there was good correspondence between the RNA-seq and qPCR results. In particular, *Myo5b* and *Myh10* were significantly upregulated after gamma radiation compared to their levels in non-irradiated cells. *Myo5b* encodes a motor protein known as myosin Vb, which plays a crucial role in intracellular trafficking and vesicle transport. It is involved in maintaining the structure and function of various cellular compartments, including the Golgi apparatus and endosomes [24,25]. *MYH10* encodes a non-muscle myosin heavy chain IIB protein that is involved in various cellular processes, such as cell migration and adhesion and cytokine production. It belongs to the myosin II family and functions as a molecular motor that generates force and moves along actin filaments [26,27]. Therefore, these findings suggest that Myo5b and Myh10 are critical contributors to enhanced exosome release, not only in naïve macrophages, but also consistently across both M1 and M2 macrophage subtypes following gamma irradiation.

Further analysis identified MYC and HIF1α as transcription factors that likely regulate Myo5b and Myh10 expression in response to gamma radiation. Notably, MYC plays a role in extracellular vesicle biogenesis, including that of exosomes [28]. In this study, gamma irradiation was found to activate the EGFR and IGFR signaling pathways, which are known to modulate cellular stress responses and growth. Activation of the EGFR/IGFR pathway leads to MYC upregulation, which promotes the expression of Myo5b and Myh10, thereby enhancing exosome release. This elucidated EGFR/IGFR-MYC-Myo5b/Myh10 axis represents a novel signaling pathway that mechanistically links increased exosome secretion and gamma radiation in macrophages. Furthermore, the biological implications of exosome secretion induced by gamma irradiation may go beyond just an increase in vesicle production. Our earlier research showed that exosomes derived from gamma-irradiated macrophages possess improved immunomodulatory and anti-inflammatory properties. This finding supports the potential use of exosomes in immunomodulation and the treatment of inflammatory diseases. Recent studies have shown that γ-irradiation leads to DNA damage and cellular senescence. It is important to investigate whether exosomes released after irradiation are linked to senescence and to assess their potential therapeutic roles during the DNA repair process.

In conclusion, the present study sheds light on the complex mechanisms underlying exosome secretion by macrophages in response to gamma irradiation. By identifying Myo5b and Myh10 as key mediators and elucidating the upstream EGFR/IGFR-MYC signaling axis, our findings provide a novel strategy for overcoming key barriers to exosome therapeutics, particularly those related to yield and production efficiency (Fig 8). Notably, the observed increase in secretion in response to gamma radiation offers a promising approach for addressing the long-standing challenges in the development of exosome-based therapies. Although this study was conducted solely using the murine RAW264.7 macrophage cell line, the physiological relevance of the findings may be limited. Therefore, future studies utilizing in vivo models are crucial to validate the applicability of the results. Additionally, further studies need to include comprehensive proteomic and transcriptomic analyses of radiation-induced exosomes to identify molecular changes and clarify how these alterations may contribute to therapeutic efficacy. Further studies will also incorporate positive controls using known enhancers of exosome secretion to validate and strengthen our experimental results. Our study, therefore, provides foundational insights and a practical methodology for the development of innovative strategies aimed at enhancing exosome secretion, thereby significantly advancing the potential therapeutic applications of exosomes as novel biological agents.

**Fig 8:**
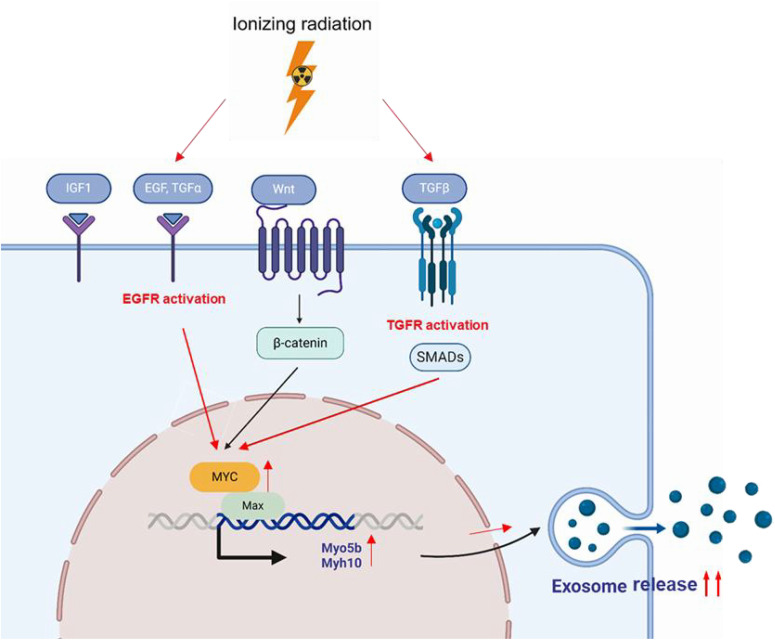
Schematic diagram of EGFR and IGFR activation by ionizing radiation to enhance exosome secretion.

## 4 Materials and methods

### 4.1 Cell culture

Murine RAW264.7 macrophages (Korean Cell Line Bank, Seoul, Korea) were grown in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and 1% (v/v) penicillin/streptomycin (Gibco, Waltham, MA, USA) in a humidified 5% CO_2_ incubator at 37 °C.

### 4.2 Macrophage polarization and γ-irradiation

Macrophages were treated with LPS (100 ng/mL) and IFN-γ (20 ng/mL) for 24 h to stimulate M1 macrophage polarization. To induce M2 polarization, macrophages were treated with IL-4 (20 ng/mL) for 24 h. Polarized macrophages were then irradiated with a dose of 10 Gy using a Gammacell 40 exactor of a 137Cs source at the Advanced Radiation Technology Institute, Korea Atomic Energy Research Institute (Jeongeup, Korea). After irradiation, the macrophages were incubated at 37 °C for 24 h for further studies.

### 4.3 Preparation of exosomes

Exosomes were isolated from conditioned cell culture supernatant using ultracentrifugation method. For the ultracentrifugation approach, the collected culture media underwent sequential centrifugation steps: first at 300 × g for 10 minutes to remove intact cells, followed by 2,000 × g for 20 minutes to eliminate cell debris. The supernatant was then filtered using a 0.22 μm membrane and subjected to ultracentrifugation at 100,000 × g for 70 minutes at 4°C. The resulting exosome pellet was washed with PBS, followed by a second ultracentrifugation under the same conditions before resuspending in an appropriate buffer.

### 4.4 Characterization of exosomes

The hydrodynamic particle size of the exosomes was measured using DLS. The particle numbers were identified using nanoparticle tracking analysis NTA. Quantification of protein in the exosomes was performed using a bicinchoninic acid (BCA) protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. After the exosomes were lysed with an equal volume of radioimmunoprecipitation assay (RIPA) buffer, the lysates were incubated with the BCA reagent for 30 min, and the absorbance was measured at 562 nm. Exosome morphology and structure were visualized using electron microscopy (EM). The exosomes were fixed and negatively stained using 2% uranyl acetate for 1 minute. Sections were mounted on electron microscope grids and examined using a JEOL JEM-1010 electron microscope operated at 120 kV.

### 4.5 Western blotting analysis

Western blotting was performed to determine the expression levels of the exosome marker Alix, the M1 macrophage marker iNOS, the M2 macrophage marker Arg-1, EGFR, IGFR, SMAD2/3, and GAPDH.

Western blotting was performed to determine the expression levels of the exosome markers Alix and CD63, the M1 macrophage marker iNOS, the M2 macrophage marker Arg-1, EGFR, IGFR, p-SMAD2/3, and GAPDH. Briefly, cells were lysed using RIPA lysis buffer (Rockland, Gilbertsville, USA) and total protein was quantified using a BCA protein assay kit. Proteins were separated using 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto polyvinylidene fluoride membranes. After blocking with 5% skim milk, the membranes were incubated with primary antibodies at 4°C overnight. The membranes were then washed thrice and incubated with secondary antibodies (Cell Signaling Technology, Danvers, MA, USA; 1:2,000) at room temperature for 2 h. Finally, the intensity of the protein bands was visualized using electrochemiluminescence reagents.

### 4.6 Total RNA isolation and RNA sequencing

Total RNA was extracted from polarized and irradiated macrophages using WelPrep™ Total RNA Isolation Reagent (Welgene, Gyeongsan, Korea) according to the manufacturer’s protocol. RNA samples from five randomly selected wells were pooled. The quality and quantity of the purified RNAs were measured using a NanoDrop Lite spectrophotometer (Thermo Fisher Scientific) at an absorbance of 260/280 nm. Quality control samples were sequenced on the HTsat platform. HT-seq counts were used for read counts, and edgeR was used to identify DEGs between samples. GO and annotation analyses were performed using DAVID software.

### 4.7 Quantitative reverse transcription-polymerase chain reaction validation of genes

Following cDNA synthesis using a PrimeScript™ II 1st Strand cDNA Synthesis Kit (Takara, China), RT-qPCR was performed to measure the expression levels of target genes using SYBR PCR Master Mix (Bio-Rad, Hercules, CA, USA), according to the manufacturer’s protocol. β-actin served as the reference gene. All samples were analyzed in triplicate in a single step. Transcript levels were quantified relative to β-actin transcript levels using the 2^− ΔΔCt^ method.

### 4.8 Transfection of small interfering RNAs targeting *Myh10* and *Myo5b*

Small interfering (si) RNAs targeting *Myo5b* and *Myh10* were purchased from Bioneer (Daejeon, Korea). RAW264.7 cells were transfected with 100 nmol/L siRNAs using the transfection reagent Lipofectamine™ 3000 and Opti-MEM™ (Sigma Aldrich, St Louis, MO, USA) according to the manufacturer’s instructions. The cell lysates and supernatants were collected 72 h post-transfection for subsequent experimental measurements.

### 4.9 Statistical analysis

Data are expressed as the mean ± standard deviation. Differences between two groups were assessed for significance using Student’s t-tests, while differences among three or more groups were assessed using one-way analysis of variance. Differences were considered statistically significant at *P* < 0.05. Bar graphs were constructed using GraphPad Prism software (version 6.0; GraphPad Software, San Diego, CA, USA).

## Supporting information

S1 Table GO enrichment analysis of 61 overlapping DEGs.

S1 Fig Characterization of polarized macrophages.

S2 Fig Full blot images of all western blots reported in Figure 1c and 7c.

How the deposited data were processed for this re-analysis (not part of the article)

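RNA was measured by sequencing in RAW264.7 macrophages in 6 conditions, M0, M1, M2 and their counterparts irradiated with 10 Gy, RM0, RM1 and RM2, with 1 library per condition made from RNA pooled from 5 wells. The authors counted reads per gene with HTSeq and deposited raw counts for 24062 RefSeq genes. The gene coordinates in these tables are those of GRCm38. The aligner and the threshold for differentially expressed genes are not named in the text of the paper, which names edgeR for the test. For some genes the listed start and end cover only part of the annotated gene, so where within the gene the reads were counted is not known for them. In the tables 27 gene symbols had been turned into dates, and 8137 genes had 0 counts in all 6 libraries.

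The counts per library ranged from 17894937 to 18870516, with a median of 18359190.5. At this depth 3 reads or fewer in both libraries were treated as no measurement of a change. Intervals at 95% were exact Clopper-Pearson intervals, and they and the limit of 3 reads cover counting error only.

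Samples were grouped by the labels and the methods. Each irradiated library was compared with the non-irradiated library of the same state, and M1 and M2 with M0. Counts were scaled with the TMM method of edgeR (version 4.0.16, R version 4.3.3), and log2 fold changes used a prior count of 2. Genes were called changed at 2-fold with at least 10 counts in 1 of the 2 libraries. Such a call compares 2 libraries, not conditions, and carries no p-value. An effect shared by the 3 states was tested with edgeR's quasi-likelihood test on polarization and irradiation over genes with at least 10 counts in at least 3 libraries, with Benjamini-Hochberg adjustment at 0.05. The states stand in for replicates in this test, which assumes the same effect in each. On simulated data with 200 of 11574 genes changed by a log2 fold change of 1 and a coefficient of variation of 0.1, this test recovered 92% of them with 7 false calls, while 9% passed the 2-fold call in all 3 states. For a log2 fold change of 2, 99.5% were recovered. Correlations between states were Spearman's rho across genes. Medians of gene lists were placed among 10000 random lists matched on mean expression in 20 bins. Medians, percentiles and bootstrap intervals of lists leave out genes with 0 counts in all 6 libraries and include fitted values of genes with 3 counts or fewer, for which no single fold change is given.

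The rule for the genes named in the text was set before the data were examined. It takes the genes the paper names for its RNA-seq and polarization and exosome markers, and the 5 largest and 5 smallest mean changes among genes changed at least 2-fold in the same direction in all 3 states with a mean of at least 50 counts, of which only 6 exist. Genes named beside a small count outside this rule were chosen after their values were seen. Lists of M1 markers, M2 markers, the genes of Fig 4, the genes of Fig 7, p53 target genes, mitotic genes, interferon-stimulated genes, MYC target genes and fibroblast markers were also set then. GC content and length came from the longest transcript of each gene in GENCODE M21, found for 99.1% of the tested genes. Gene ontology terms came from the deposited tables, and the labels of Fig 3C were looked up there by name.

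The alternatives tried were DESeq2 (version 1.42.0) size factors or test, scaling by library totals, a prior count of 0.25, other filters on counts, a 4-fold threshold, an assumed coefficient of variation of 0.2 or 0.4 in edgeR's exact test, a model without polarization, and each state left out. Removal of GC and length trends and the combination of no filter with a prior count of 0.25 were added after the data had been seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. Exosome measurements, western blots, qPCR and knockdown experiments were not analysed here.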

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

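All tests here were chosen after the patterns they address had been seen. For GC content and for the return in RM1, what each outcome would mean was set before the test was run, and for scaling and the summed reads of the Sprr2 family it was set after related values had been seen. Every value here comes from 1 library per condition. Whether the non-irradiated libraries were also kept 24 h longer in culture is not stated in the paper's text, so time in culture stays open as an explanation throughout, as does a response to radiation.

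A list of 20 mitotic genes, outside those the paper discusses, was lower after irradiation in all 3 states. Its median log2 fold change was -0.81 in RM0, -0.37 in RM1 and -0.75 in RM2, below nearly all expression-matched random lists, with percentiles of 0.0, 0.03 and 0.0. All 20 genes were lower in RM0 and in RM2. In RM1, 14 of the 18 genes with at least 10 counts were lower and 4 were higher. Between M2 and M0, which were not irradiated, the median was 0.18 at percentile 99.86, so an extreme percentile in a single comparison also arises without irradiation. Between M1 and M0, also not irradiated, the median was -0.73 at percentile 1.54, with 16 of the 20 genes lower. A fall of this list thus also arises without irradiation. Scaling of the libraries is argued against because the highest median over the 3 states and 3 scalings was -0.23. GC content is argued against as the whole cause because the median in RM0 was still -0.79 after the GC trend was removed. A lower share of dividing cells after irradiation may explain this and was not tested.

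A list of 20 p53 target genes was higher, with medians of 0.27 in RM0, 0.35 in RM1 and 0.28 in RM2 and percentiles of 100.0, 99.99 and 100.0. In RM1 many genes that were low in M1 rose again, but the list stood at percentile 99.92 among lists matched on the M1 against M0 change, which argues against that return as the whole cause. A response to DNA damage remains a hypothesis. Cdkn1a, with 11704 counts in M0 and 15258 in RM0, changed little in RM2, with a log2 fold change of 0.06.

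A list of 20 interferon-stimulated genes was lower, with medians of -0.28 in RM0, -0.58 in RM1 and -0.55 in RM2, each below all random lists. Between M2 and M0, which were not irradiated, the list was also lower, with a median of -0.17 at percentile 0.01, so a percentile this low also arises between libraries without irradiation. Scaling is argued against, with a highest median of -0.27 over states and scalings, and so is GC content, with a median of -0.22 in RM0 after the trend was removed. The list was 2.52 higher on the log2 scale in M1 than in M0, so its fall in RM1 may be part of the return of that state toward M0, which would not account for RM0 and RM2. The paper does not report this, and no biological explanation was tested.

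The reads summed over the 11 listed genes of the Sprr2 family, named for small proline-rich proteins, rose in all 3 states, by a log2 fold change of 1.51 in RM0, 0.997 in RM1 and 1.37 in RM2. Sprr2g among them is annotated as a polymorphic pseudogene in GENCODE M21. The family had 318 reads in M0 and 895 in RM0. Reads moving between near-identical copies would leave the sum unchanged, and the smallest rise of the sum was 0.997, or 0.981 with DESeq2 size factors. The near-identical copies, Sprr2a1 and Sprr2a2, had 0 reads in every library, so the sum cannot decide on such a move. In the annotated transcripts, Sprr2d, Sprr2f, Sprr2g and Sprr2h share no window of 100 bases with another gene. The family was also 4.91 higher on the log2 scale in M1 than in M0.

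Igf1 moved in opposite directions in 2 states, with a log2 fold change of -1.13 in RM0 (-2.85 to -0.0178, from 18 to 7 reads) and 1.52 in RM2 (1.05 to 2.11, from 42 to 122 reads). The difference between the states was not tested, and the interval in RM0 nearly reaches 0. No biological explanation was tested.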

How the results depend on the processing

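The alternatives were set before the data were examined, except the removal of GC and length trends and the combination of no filter with a prior count of 0.25. Counts of called genes depended on the filter and on the variation assumed between libraries. The changed genes in RM0, RM1 and RM2 were 180, 611 and 232. With no filter on counts they were 434, 1229 and 510, with at least 50 counts 55, 304 and 67, and with a 4-fold threshold 9, 84 and 12. With an assumed coefficient of variation of 0.2 they were 3, 67 and 0, and with 0.4 they were 0, 0 and 0. With no filter and a prior count of 0.25 they were 2048, 2557 and 2163. In that last setting, simulated libraries with counting noise alone gave means of 1380, 1470 and 1390, so counting noise alone can give most of that number.

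For M1 against M0 the count was 2673, and it was 653 at 4-fold, 1642 and 149 with an assumed variation of 0.2 and 0.4, and 4816 with no filter and a prior count of 0.25. For M2 against M0 it was 169, and in the order no filter, at least 50 counts, 4-fold, variation 0.2, variation 0.4, and no filter with a prior count of 0.25 it was 427, 38, 10, 6, 0 and 2004. The genes higher in all 3 states were 9, and 5 with at least 50 counts, 0 at 4-fold and with either assumed variation, and 41 with no filter and a prior count of 0.25. Those lower in all 3 were 1, and 5 without a filter, 0 with at least 50 counts, at 4-fold and with either assumed variation, and 65 in the combined setting. Those changed in all 3 states in either direction were 16, and 30 without a filter, 7 with at least 50 counts, 0 at 4-fold and with either assumed variation, and 340 in the combined setting. The cause of these moves is the construction of each setting.

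With scaling by library totals, the median log2 fold change of all genes was -0.47 in M1 against M0 and 0.13 in RM1 against M1. The share of higher genes among those changed was then 16.8% in place of 41.3% in M1 against M0, 70.5% in place of 57.8% in RM1 and 39.7% in place of 52.6% in RM2.

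The test of a shared effect of irradiation gave 55 genes in the main setting. The count was 0 without the polarization term, 156 without a filter, 3 with scaling by library totals and 114 with DESeq2, and it ranged from 78 to 668 genes across the 3 fits that each left out 1 state. It was 668 without the M0 and RM0 libraries and 541 without the M1 and RM1 libraries. The cause was not tested. No paired analysis was possible because each condition has 1 library, beyond the polarization term already in this model.

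Spearman's correlation across genes between states stayed within its bootstrap interval under every scaling and prior count. Between RM1 and RM2 it was 0.42, and 0.563 over genes with at least 100 counts in every library, 0.316 with the GC trend removed and 0.35 with the length trend removed. Between RM0 and RM2 it was 0.27, then 0.421 and 0.232 with the GC and the length trend removed, and between RM0 and RM1 it was 0.06, then 0.179 and 0.00517. With the GC trend removed, the pair RM0 and RM2 was thus the most alike.

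Among the lists, the median of the 10 M2 markers with reads was 0.62 in M2, at percentile 99.99 of the random lists, and became 1.13 with a prior count of 0.25. Of these 10 genes 4 have 3 reads or fewer in both M0 and M2, so the median and its percentile rest in part on 1 to 3 reads. The genes of Fig 4 had a median of 0.02 in RM0 and -0.0225 with scaling by library totals, which lowered the median of all genes in RM0 to -0.05. The p53 target genes in RM0 had 0.313 with the GC trend removed. The MYC target genes had -0.0406 in RM1 and -0.165 in RM2 with scaling by library totals. The genes of Fig 7 had a median of 0.00 in RM0 and -0.0532 with scaling by library totals, and the interferon-stimulated genes in M1 against M0 had 2.52 and then 2.08. The M1 markers in M1 and, in the irradiated states, the mitotic genes, the interferon-stimulated genes and the fibroblast markers stayed within their bootstrap intervals under the scalings, the prior count of 0.25 and the removal of the GC trend. The M2 markers in M2 did so with the GC trend removed, but over 5 genes and with a median of 0.129. For single genes, 98 of 822 recalculated log2 fold changes left their counting interval, 91 of them with scaling by library totals.

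The deposited tables hold counts only, so the alternatives that use deposited normalized values, and the added pseudocount of 0.1 for such values, were not run. Myo5b, Myh10, Egfr and Igf1r have 3 reads or fewer in every library, so no change in them can be measured from these counts. Whether their low counts come from low expression or from the counting of reads was not tested. Gapdh, chosen after its values were seen, had 156 counts in M0 against 53459 for Actb, and 18.2% of its windows of 100 bases are shared with other genes, against 0.0% for Myo5b and Egfr and 0.299% for Myh10.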

Differences from the paper's values

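The paper gives 61 genes higher in all 3 irradiated states, and 9 were found here. None of the alternatives set before the data were examined brought the count within 1.5 times of the paper's 61. With no filter and a prior count of 0.25, a setting chosen after seeing the values, it was 41.

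Fig 3B shows in total about 1200 differentially expressed genes for RM0, about 1400 for RM1 and about 1200 for RM2, read by eye and summed over its areas. Counting both directions, 180, 611 and 232 genes were found here. Of the alternatives set before the data were examined, only no filter on counts came within 1.5 times of a value, with 1229 genes in RM1. Counting only genes higher after irradiation, 84, 353 and 122 were found, and no alternative set before the data were examined came within 1.5 times. With no filter and a prior count of 0.25, chosen after seeing the values, 979, 1371 and 1043 genes were higher.

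For Sec31b, Fig 5 shows RNA-seq log2 fold changes of about 0 in RM0, about 2.3 in RM1 and about 2.5 in RM2, read by eye. The counts give -1.72 in RM0 when computed against 3 reads, with a counting interval up to -0.491. They give -0.30 in RM1 and 0.0244 in RM2. None of the scalings or prior counts set before the data were examined closed the gap in RM1 or RM2.

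The paper states that Myo5b and Myh10 were raised by irradiation in all 3 states, from RT-qPCR beside the RNA-seq. The qPCR and the knockdown that followed were not analysed here. For the RNA-seq, Fig 5 draws Myo5b above 0 in RM0. Myo5b had 0 reads in both M0 and RM0, and neither gene exceeded 3 reads in any library. The paper states that the RNA-seq showed a consistent rise of EGFR and IGFR after irradiation. Egfr had 1 read in RM0 and 0 in the other 5 libraries, and Igf1r had 1 read in M2 and 0 in the other 5, while Fig 7b itself draws Igf1r as lower in all 3 states. Igf2r, the other IGF receptor of Fig 7b, was higher in all 3 states, with log2 fold changes of 0.16, 0.54 and 0.26. Fig 7b draws Smad2 as higher in all 3 states with the strongest color in RM2, where its log2 fold change was 0.08. It draws Egf as higher in RM2, where the log2 fold change was -1.44 from 26 and 8 reads, on an entry that covers 0.651% of the annotated gene. Fig 7a shows Myc and Hif1a raised 24 h after irradiation by RT-qPCR, and in RM0 the log2 fold changes in the counts were 0.06 and 0.04. The paper states that all 8 exosome genes rose, and Sec31b was lower in RM0 while the other 7 did not exceed 4 reads in any library. With no filter and a prior count of 0.25, a setting chosen after seeing the values, Myh10 was called higher in 3 states, Myo5b, Cd34, Cav1 and Exph5 in 2, Sh3gl3 in 1, and Ap3b2 and Sec31b in 0. In the same setting Egfr was called higher in 1 state, RM0, and Igf1r in 0 states. In Fig 4, most genes of the third column are drawn higher in RM0, and the 22 of them with at least 10 counts had a median log2 fold change of 0.04, a highest value of 0.48 and 0 genes at 0.5 or more. The legend of Fig 4 gives its colors as log2 FPKM, with red for up-regulation. The colors may thus be another measure than a fold change, and this comparison cannot show a conflict. The paper states that CD206 rose in M2 by flow cytometry. Its gene, Mrc1, had 6 reads in M2 and 10 in M0, with an interval of the log2 fold change that includes 0. Other M2 markers were higher in M2, with log2 fold changes of 1.19 for Clec10a and 1.02 for Egr2, and Arg1 10.1-fold higher against 3 reads. Ccl22 was lower, with -0.41 (-0.568 to -0.254), and 2 of the 6 M2 markers with at least 10 counts were below 0.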

Other observations

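All tests here were chosen after the patterns they address had been seen. For the correlations and for the return in RM1, what each outcome would mean was set before the test was run, and for the plotted values, the 61 genes and the divisions of the libraries it was set after related values had been seen.

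For the genes the paper measured by qPCR as upstream regulators, Myc had 951 counts in M0 and 977 in RM0, with log2 fold changes of 0.06 in RM0 (-0.0738 to 0.187), -0.10 in RM1 (-0.217 to 0.0253) and -0.03 in RM2 (-0.155 to 0.101). Hif1a had 0.04 in RM0, 0.83 in RM1 (0.764 to 0.892) and 0.30 in RM2 (0.224 to 0.368). Trim28, with 21.6% of the annotated gene covered by its listed start and end, had -0.05, -0.19 and -0.14. A list of 20 MYC target genes had medians of -0.13, -0.18 and -0.11, at percentiles 0.0, 13.6 and 0.21, and 0 genes were called in any state. The exosome marker Cd63, with 33.0% covered, had 0.04 in RM0, -0.51 in RM1 and -0.24 in RM2, and Pdcd6ip, which encodes ALIX, had 0.06, 0.09 and 0.05. Of 20 fibroblast markers, 14 had 3 reads or fewer in both M0 and RM0, and the 4 with at least 10 counts there had a median of 0.32. The 20 genes of Fig 7 had medians of 0.00, 0.25 and 0.07 in RM0, RM1 and RM2. These stood at percentiles 28.59, 99.59 and 87.9 of the random lists. The median in RM1 was 0.14 over the 13 genes with at least 10 counts and 0.01 over the 15 genes with a GC trend removed. The 8 exosome genes as a list give no usable median, since 5 of them in RM0 and 6 in RM1 and RM2 lie at 3 reads or fewer in both libraries.

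Genes changed by M1 polarization moved back toward M0 in RM1. Across genes, rho between the RM1 against M1 change and the M1 against M0 change was -0.51. The shared M1 library alone gives a negative value. In 100 simulations with no change between M1 and RM1, the mean was -0.177 and the range from -0.197 to -0.156. These values argue against noise of the simulated size as the whole cause. Larger variation of the M1 library was not simulated and stays open. A mixture with RNA of unpolarized cells would need 1 share for all genes. The median share was 40.1% from 200 genes higher in M1 and 14.0% from 137 genes lower in M1, with bootstrap intervals of 32.2 to 45.0 and 10.2 to 18.0, which argues against a single mixture. A fading of the M1 state during the 24 h after irradiation may explain it, and this cannot be separated from radiation in these libraries.

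The changes in RM1 and RM2 resembled each other more than those in RM0 and RM1. The RM1 and RM2 changes both fell with GC content, with rho of -0.40 and -0.39, while in RM0 rho was 0.22, so a library property that follows GC content may contribute. With the GC trend removed rho between RM1 and RM2 was 0.316 against 0.179 between RM0 and RM1, and with the length trend removed it was 0.35 against 0.00517, which argues against either trend as the whole cause of the difference between these pairs. With the GC trend removed, however, RM0 and RM2 were the most alike, at 0.421, so that the resemblance of RM1 and RM2 above all other pairs depends on it.

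The test of a shared effect of irradiation gave 55 genes. In that test, 3 of the 10 divisions of the 6 libraries into 3 and 3 gave as many genes, the real one included. The other 2 gave 360 genes each. With polarization in the model these 2 are the same fit, of RM1 against M1 alone, since they leave M0 with RM0 and M2 with RM2. Counted once each, the 10 divisions are 7 fits, of which 2 gave as many genes and 5 gave 0, with between 47 and 518 genes at an unadjusted p under 0.05. The 4 divisions that part the libraries of all 3 states gave 55 genes for the real one and 0 for the others, with 1707 genes at an unadjusted p under 0.05 against 47, 206 and 518. With so few divisions the share cannot be small, so a chance result and an effect of irradiation cannot be told apart for this count.

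One hypothesis for the RNA-seq values plotted in Fig 5 is that a small constant was added to single reads. For Cd34, Myo5b, Sh3gl3, Cav1, Exph5 and Ap3b2, 14 of the 18 plotted values, read by eye, lay within 0.5 of the log2 ratio of scaled counts with 0.25 added. With other constants, 0.1, 0.5, 1 and 2, the number was 5, 7, 3 and 2. Of the 14, 2 are pairs of 0 counts, which fit any constant. Myo5b in RM0 is also a pair of 0 counts, but its plotted value was not within 0.5 of 0. No added constant accounts for that value. For Myh10, 0 of the 3 plotted values lay within 0.5 with 0.25 added, so this constant does not account for that gene, and it was 1 with 0.1 added. For Sec31b, left out of the test because it reaches 10 reads, 0 of 3 plotted values lay within 0.5 under any of these constants. A second hypothesis is that the 61 shared genes were mostly genes with few reads called without a filter. With no filter and 0.25 added, 41 genes were higher in all 3 states, of which 32 had a mean under 10 counts and 29 had at most 3 counts in every non-irradiated library, and simulated counting noise alone gave a mean of 15.5. Of the 8 exosome genes, 1 was higher in all 3 states in this setting, which was Myh10. The paper drew all 8 from the 61, but its Fig 5 does not show all 8 higher in all 3 states, so this number was taken not to decide. The test was changed during the work, from the total against 61 to these 8 genes. That reading was a judgement made after both values had been seen, and a reading against the hypothesis could also be defended. The list of the 61 genes was not analysed here, so this hypothesis and others cannot be told apart.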
